A study of Mus musculus with 24 samples. Its data were reported in "A-type lamins bind both hetero- and euchromatin, the latter being regulated by lamina-associated polypeptide 2 alpha" (2016).

How the data were processed

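Chromatin immunoprecipitation sequencing of LAP2alpha, lamin A/C (antibodies N18 and 3A6) and lamin B1 was analysed in immortalized mouse dermal fibroblasts, WT or KO for the LAP2alpha isoform of Tmpo, after 12 or 30 sonication cycles. The series holds 24 samples in 24 groups, 1 per group. Lists of called regions of 12 ChIP libraries were analysed. Samples of 4 inputs and 8 histone-mark immunoprecipitations had no file among those at hand and are not analysed here, and the DamID domains that the study compared with were not used here. As the submitters' processing notes state, the authors trimmed reads with cutadapt, aligned them to mm9 with Bowtie2 2.1.0, removed duplicates and reduced the ChIP reads to the read number of the matching input with Picard, and called regions against that input. The deposited island lists, called by the authors with SICER 1.1, hold counts, the number of ChIP reads in each island, with no division by length, input or depth. The deposited domain lists hold a score, the EDD score that the authors' caller gave each domain, which rises with its length (Spearman's rho 0.761 to 0.922 per library). Reads and signal tracks were not analysed, so the deletion in KO could not be checked from these lists. Depth was taken as the number of reads inside islands, from 3989494 to 13601739 per library, and the authors' numbers of sequenced and mapped reads were not used here. The counts limit which regions could be called, and no interval for that could be given.

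Positions are given as on mm9, counted from 1, and the lengths of all 20 chromosomes in the reference equalled those of mm9, with 0 regions past a chromosome end. Overlaps were measured in bp of EDD domains. A genotype comparison took the bp of WT alone as lost, of WT and KO as kept and of KO alone as gained. Each overlap was tested by permutation, two-sided, with the first set placed at random without overlap 10000 times on the joined chromosomes, leaving out assembly gaps and the ends of chromosomes without islands (2549 Mb accessible). Island sets were placed 1000 times. The smallest p of 10000 placements is 0.0001. These tests describe how a pair of lists lie along the genome and do not test genotype or sonication. Intervals are 95% bootstrap intervals over chromosomes from 2000 draws. Densities are SICER islands per 1-Mb bin, compared by Pearson's r without a p-value. Relations across the 20 chromosomes have permutation p-values from 100000 permutations, two-sided, with Benjamini-Hochberg adjustment over 15 relations, and none is given for the relations of antibodies that shared inputs. A gene was counted as inside a set when at least 50% of its length was covered, using 22350 protein-coding genes of an mm9 annotation. From 18 gene lists fixed before the data were examined, those with more than 1 annotated gene were tested in each library by placing domains 5000 times, two-sided, with Benjamini-Hochberg adjustment over 204 tests. The Pcdhg list matched 1 gene and was not tested. A symbol with more than 1 gene record was counted once, by its longest record.

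Regions were named by a rule fixed before the data were examined, namely the longest lost and gained stretches of each comparison, the longest changed with both antibodies, the longest found at 1 sonication alone, the longest held by all 4 antibodies, the longest domain of each library and its most and least covered chromosome. Within them the genes of the fixed lists were named, or else the 2 longest genes. Flow cell and lane were read for each library, and the 12 libraries came from 5 flow cells and 5 lanes. WT and KO lamin A/C libraries of the same sonication shared a lane. The 12- and 30-cycle libraries of lamin A/C and of LAP2alpha did not, so for them no value within a batch could be given. The lamin B1 libraries of both sonications shared a lane.

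The placement test was tested on simulated data for N18 WT at 12 cycles (238 domains) against lamin B1 at 30 cycles (370 domains), with 200 simulated sets and 500 placements each. With no overlap planted 6.5% of sets gave p under 0.05, with 25% planted 98%, and with 50% planted 100%. Only overlap above random was planted. Power for a share below random, as this pair had (0.51 times), was not simulated. Alternatives were SICER islands for EDD domains, domains scoring above the median, domains of at least 500 kb, islands above the median read count, autosomes alone, placement within chromosomes, rotation within chromosomes, the 12-cycle lamin B1 reference, LAP2alpha domains of the other sonication, sets trimmed to the same length, domains counted as shared at 50% or at 1 bp, changed stretches of at least 100 kb, bins of 500 kb and 5 Mb, covered bp per bin, Spearman's rho, bins with islands alone and genes by transcription start. Added after the data were seen were chromosomes of like island coverage (over 1% in both genotypes and at most 2 times apart), sets of the same length for the lamin B1 difference, bins relative to their chromosome, and SICER islands with placement within chromosomes. Computation used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.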

Results

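The study mapped where nuclear lamins and LAP2alpha contact chromatin in immortalized mouse dermal fibroblasts, a cell line derived from mouse skin. LAP2alpha is a product of the gene Tmpo that stays in the nuclear interior, where it binds A-type lamins (lamin A/C). Wild-type cells (WT) were set beside cells whose Tmpo gene had been deleted for this isoform (KO). Chromatin was immunoprecipitated and sequenced with an antibody to LAP2alpha, with 2 antibodies to lamin A/C (N18, raised against the N terminus, and 3A6, which binds the immunoglobulin fold) and with an antibody to lamin B1, a lamin of the nuclear envelope. Shearing used either 12 or 30 cycles of sonication, and LAP2alpha and lamin B1 were mapped in WT only. Files of 12 libraries were analysed, 8 from WT and 4 from KO, with 1 library in each group. No spread between replicates exists, and no p-value comparing genotypes or sonications was computed. Intervals in brackets are 95% bootstrap intervals over chromosomes and cover only variation along the genome. The islands called by SICER held 5097817 reads for LAP2alpha, 5091621 for N18 WT, 5520180 for N18 KO, 4884992 for 3A6 WT, 3989494 for 3A6 KO and 9834885 for lamin B1 at 12 cycles. At 30 cycles they held 6684246 reads for LAP2alpha, 9600190 for N18 WT, 13601739 for N18 KO, 8187172 for 3A6 WT, 7927688 for 3A6 KO and 11530249 for lamin B1. Islands were called separately in each library, so these sums are not sequencing depths, and read density ranged from 21.1 reads per kb of island in 3A6 WT at 12 cycles to 49.6 in N18 KO at 30 cycles.

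The first question was how much of the genome each protein held. The longest LAP2alpha domain of the 12-cycle library spanned chromosome 5 from 110583001 to 151338000 (mm9), 40.8 Mb with 564 protein-coding genes, among them Sun1, which encodes a nuclear envelope protein that links lamins to the cytoskeleton, and the actin gene Actb. In WT at 12 cycles the longest N18 domain (32.7 Mb) and the longest 3A6 domain (31.6 Mb) lay in the same part of chromosome 5. The longest lamin B1 domain at 12 cycles was elsewhere, on chromosome 1 from 95887001 to 120186000, where 24.3 Mb held 40 genes, including Cntnap5a and Cntnap5b, which encode neuronal adhesion proteins. At 12 cycles EDD, the caller of broad domains, gave 254 LAP2alpha domains over 507 Mb, or 19.2% of the genome (14.1% to 24.1%). N18 had 238 domains over 404 Mb in WT and 239 over 422 Mb in KO, 3A6 had 285 over 399 Mb in WT and 328 over 384 Mb in KO, and lamin B1 had 279 over 446 Mb. At 30 cycles lamin B1 domains covered 954 Mb, 36.2% of the genome (30.6% to 42.7%), and 71.8% of the X chromosome. The 30-cycle N18 domains of WT had the lowest mean length, 0.849 Mb in 281 domains over 239 Mb, against 1.39 Mb in 339 domains over 472 Mb in KO, whose median was lower (0.649 Mb against 0.693 Mb). For 3A6 at 30 cycles 363 domains covered 582 Mb in WT and 316 covered 499.6 Mb in KO. LAP2alpha at 30 cycles had 194 domains over 649 Mb, which filled 75.3% of chromosome 12, 66.2% of chromosome 1 and 58.6% of chromosome 7, while 5 chromosomes (3, 8, 13, 19 and X) had none. SICER, which calls short enriched islands, gave 4183 (3A6 KO, 30 cycles) to 9159 (3A6 WT, 12 cycles) islands per library, with mean lengths from 25.3 kb to 38.6 kb. Domains of LAP2alpha, N18 and 3A6 in WT at 12 cycles were rich in G+C (46.6%, 46.8% and 46.0%, against 41.8% in the genome), and lamin B1 domains were poor in it, at 39.1% after 12 cycles and 39.0% after 30.

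Island coverage changed from chromosome to chromosome in large steps. Chromosome 8 was the most covered by islands in WT at 12 cycles, at 33.3% for LAP2alpha, 36.4% for N18 and 37.9% for lamin B1, whereas chromosomes 1, 7 and 12 together held 7 to 21 islands in each WT library. Within a library EDD domains did not follow these steps, since they filled 34.1% of chromosome 1 for LAP2alpha at 12 cycles. Chromosome 18 rose from 2.26% in WT to 39.4% in KO with N18 and from 2.33% to 32.4% with 3A6 at 12 cycles. Chromosome 13 went the other way, from 16.3% to 0.387% with N18 and from 15.7% to 0.2502% with 3A6. Between genotypes EDD coverage moved with islands on both chromosomes at 12 cycles. On chromosome 18 it went from 5.76% to 32.3% with N18 and from 7.11% to 29.2% with 3A6. On chromosome 13 it went from 16.4% to 1.32% and from 13.5% to 4.05%. The X chromosome with 3A6 differed, as islands fell from 5.10% to 1.56% and EDD coverage rose from 0.535% to 17.9%. Across the 20 chromosomes, the KO minus WT difference in island coverage correlated between N18 and 3A6 at 12 cycles with Pearson's r 0.977 (0.918 to 0.991) and Spearman's rho 0.910. At 30 cycles r was 0.780 (0.372 to 0.940) and rho 0.713, and without the 2 chromosomes farthest from the median r was 0.952 and 0.686. Both antibodies were called against the same WT and KO inputs, which alone puts such an r above 0. Its value without any change could not be had from the region lists, so these r are given without a p-value. No correlation of EDD with island coverage across chromosomes was detectable in any of the 12 libraries, with p of 0.281 or more after Benjamini-Hochberg adjustment over 15 chromosome relations.

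**Figure D1:**
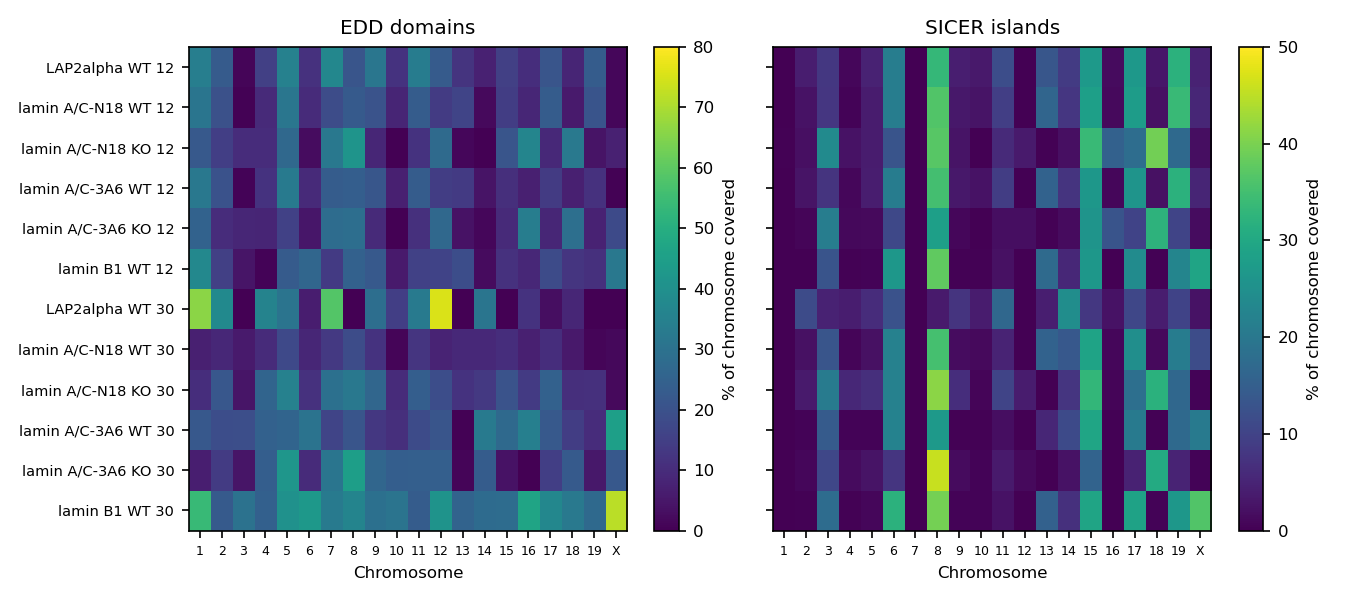
Percent of each chromosome covered by EDD domains (left, color scale to 80%) and by SICER islands (right, color scale to 50%) in the 12 libraries, with chromosomes along the horizontal axis. Islands were nearly absent from chromosomes 1 and 7 in all 12 libraries, and chromosome 18 changed from 2.26% in WT to 39.4% in KO with N18 at 12 cycles.

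The next comparison asked what longer shearing changed in the regions recovered. On chromosome 8 the stretch from 115654001 to 129030000, 13.4 Mb with 140 genes including Cdh13, which encodes a cadherin of the cell surface, was held by 3A6 in WT at 12 cycles and by no 30-cycle 3A6 domain of WT, though 30-cycle 3A6 domains of KO covered 43.4% of it. In its place the longest stretch found with 3A6 in WT at 30 cycles alone was on the X chromosome from 103433001 to 118008000, 14.6 Mb with 40 genes, among them Pcdh11x, a protocadherin gene, and Dach2, a transcription factor gene. For N18 in WT the longest stretch found at 12 cycles alone was on chromosome 2 from 25751001 to 34067000 and held the collagen gene Col5a1, and the longest found at 30 cycles alone was on chromosome 8 from 15708001 to 18601000, where Csmd1, a very long gene for a membrane protein, was the 1 gene counted. LAP2alpha at 30 cycles took in 18.03 Mb of chromosome 12 from 34111001 to 52140000 around Immp2l and Dgkb that its 12-cycle domains lacked. Of the 12-cycle 3A6 WT domains 15.7% (12.6% to 18.2%) lay inside the 30-cycle domains, below the 22.8% of random placements (permutation p 0.0016), and 10.8% of the 30-cycle domains lay inside the 12-cycle ones. The share was 30.1% (24.1% to 35.9%) for N18 WT, 69.3% (56.4% to 82.3%) for N18 KO, 59.6% (41.8% to 76.2%) for 3A6 KO, 61.7% (42.3% to 75.7%) for LAP2alpha and 96.5% (94.2% to 98.1%) for lamin B1. These 5 were above random placement, each with permutation p 0.0001, the smallest that 10000 placements can give. For 3A6 WT the direction turned with SICER islands, of which 20.9% were shared at 2.50 times the random share, and the call ended when domains covered to at least 50% were counted, at 17.9%. For lamin A/C and LAP2alpha the 12- and 30-cycle libraries were sequenced on different flow cells, so sonication and flow cell cannot be told apart.

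Lamin B1 domains stood for chromatin at the nuclear edge in the comparison that followed. The X-chromosome stretch of Pcdh11x and Dach2 that 3A6 held in WT at 30 cycles lay wholly inside a lamin B1 domain of that sonication, while the 12-cycle stretch of N18 at Col5a1 on chromosome 2 held no lamin B1 domain. At 12 cycles 18.4% of LAP2alpha (12.4% to 23.9%), 19.1% of N18 WT (14.1% to 23.3%) and 29.1% of 3A6 WT (23.3% to 34.2%) lay inside the 30-cycle lamin B1 domains, all below the share of random placements of 37.3% or 37.4%. The permutation p was 0.0001 for LAP2alpha and N18 and 0.0055 for 3A6. After 30 cycles the share was 62.6% for N18 WT (54.0% to 69.3%) and 94.9% for 3A6 WT (91.5% to 97.5%), above random with permutation p 0.0001. LAP2alpha at 30 cycles had 34.3% (22.2% to 45.3%), which did not differ detectably from random placement (permutation p 0.339). A single stretch of chromosome 5, from 127028001 to 129481000 with Tmem132d and Tmem132c, genes for membrane proteins of the nervous system, was the longest held by LAP2alpha, N18, 3A6 and lamin B1 together in WT at 12 cycles, at 2.45 Mb. SICER islands at 12 cycles placed across the genome overlapped more than random for LAP2alpha (fold 1.44), N18 WT (1.52) and 3A6 WT (2.1025). Placed within chromosomes they overlapped less, by 0.681, 0.681 and 0.946 times (permutation p 0.000999, the smallest that 1000 placements can give), the direction of the EDD domains. With the 12-cycle lamin B1 domains as the reference the calls for LAP2alpha and N18 WT ended and 3A6 WT reached 1.30 times random. For LAP2alpha at 30 cycles SICER islands gave 1.36 times random.

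**Figure D2:**
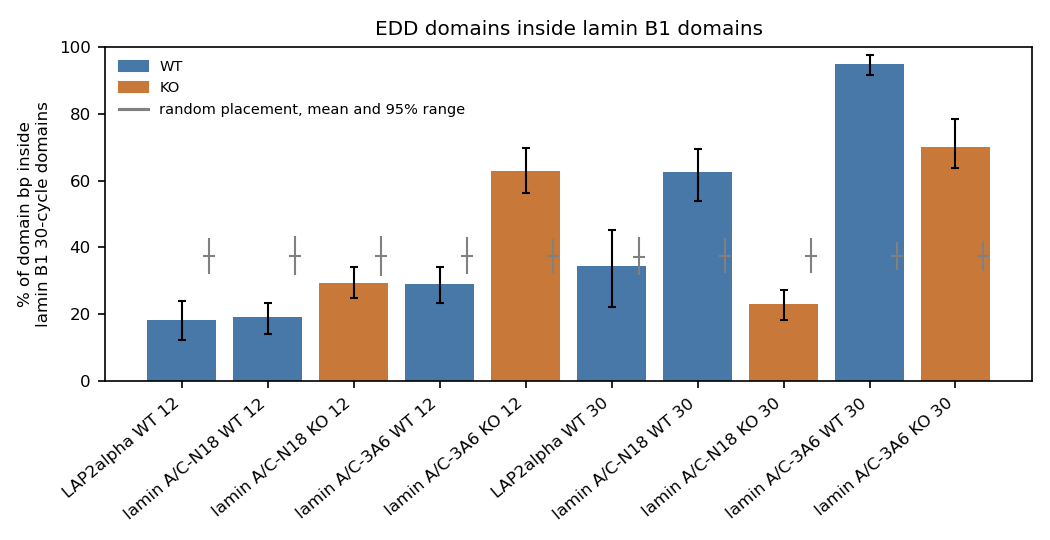
Percent of the domain bp of each LAP2alpha and lamin A/C library inside the 30-cycle lamin B1 domains of WT, with 12- and 30-cycle libraries along the horizontal axis. Bars are 1 library each, black lines are 95% bootstrap intervals over chromosomes and gray crosses are the mean and 95% range of random placements, near 37.3%, which only LAP2alpha at 30 cycles (34.3%) did not differ from.

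Both lamin A/C antibodies held the chromosome 5 block of Sun1 and Cux1, a gene for a homeodomain transcription factor, in WT at 12 cycles, yet only 3A6 held the 14.6 Mb of the X chromosome around Dach2 at 30 cycles, where N18 had no domain. Of the 3A6 domains 77.5% (72.1% to 81.4%) lay inside N18 domains in WT at 12 cycles and 17.7% (12.7% to 23.1%) in WT at 30 cycles. In KO the shares were 62.6% (53.7% to 71.01%) at 12 cycles and 41.2% (30.6% to 49.9%) at 30. All 4 were above random placement, by 4.89, 1.90, 3.79 and 2.22 times in that order, with permutation p 0.0001. In WT at 30 cycles the direction turned when the sets were trimmed to the same length, where 6.89% was shared at 0.73 times random (permutation p 0.216).

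Lamin A/C and LAP2alpha shared most of their 12-cycle domains in WT. The genes inside domains of LAP2alpha, N18 and 3A6 alike included Sun1, Lemd2, which encodes a nuclear envelope protein that binds chromatin, Lmnb2, the gene of lamin B2, Col5a1 and Chst8, a sulfotransferase gene. LAP2alpha domains held 90.0% of N18 (85.7% to 93.1%) and 84.6% of 3A6 (80.2% to 87.6%) in WT at 12 cycles, 4.54 and 4.25 times the random share. At 30 cycles they held 55.5% of N18 WT (34.7% to 73.4%), 2.19 times the random share, and 23.3% of 3A6 WT (11.7% to 37.5%), which did not differ detectably from random placement (permutation p 0.371). The WT LAP2alpha domains held 66.0% (51.4% to 79.4%) of N18 and 44.7% (32.8% to 56.9%) of 3A6 in KO at 12 cycles, and 56.5% (36.5% to 73.5%) and 40.5% (24.2% to 56.0%) at 30 cycles. Each permutation p other than that of 3A6 WT at 30 cycles was 0.0001. For that library SICER islands overlapped 2.01 times random, while the 12-cycle LAP2alpha domains held 7.64% of it, 0.38 times random.

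The loss of LAP2alpha was then examined by setting KO beside WT within each antibody and sonication. On chromosome 13 the stretch from 52723001 to 57057000, 4.33 Mb with 68 genes including Ror2, a gene for a receptor of Wnt signals, was the longest lost with both antibodies at 12 cycles. The next were on chromosome 5 from 135377001 to 139161000 (3.78 Mb, 113 genes, Cux1) and on chromosome 2 from 30426001 to 33990000 (3.56 Mb, 67 genes, Ralgps1, a gene for a regulator of small GTPases). Gains with both antibodies at 12 cycles were longest on chromosome 3 from 31042001 to 35497000 (4.46 Mb, 20 genes, the potassium channel subunit gene Kcnmb2), on chromosome 16 from 19041001 to 23397000 (4.36 Mb, 61 genes, Vps8, a gene of endosome traffic, and 8 olfactory receptor genes) and on chromosome 8 from 15873001 to 19723000 (3.85 Mb, 23 genes, Csmd1 and 14 beta-defensin genes). Chromosomes 13, 3 and 16 changed in island coverage as a whole with N18, from 16.3% to 0.387%, from 7.93% to 24.0% and from 1.35% to 15.6%, whereas chromosome 8 (36.4% and 37.1%) and chromosome 5 (3.77% and 3.74%) did not. With 3A6, chromosome 5 went from 4.08% to 1.28% and chromosome 2 from 2.59% to 0.633%. The longest 12-cycle loss with 3A6 was 9.22 Mb of chromosome 2 from 24772001 to 33990000, with 226 genes including Col5a1, which N18 held whole in WT and by 50.1% in KO. Its longest gain was 5.55 Mb of the X chromosome from 54010001 to 59565000 with the growth factor gene Fgf13, of which N18 held 0% in WT and 23.4% in KO. At 30 cycles 3A6 covered Col5a1 by 0% in WT and 64.0% in KO. N18 held the gene in both genotypes at 12 cycles and at 30 cycles in KO but not in WT, within a gain of 8.28 Mb from 25751001 to 34034000 with 164 genes. The longest 30-cycle loss was with 3A6 on chromosome 15 from 12793001 to 21219000, 8.43 Mb with 5 genes, among them the cadherin genes Cdh6 and Cdh10.

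In total, KO kept 61.1% (46.8% to 73.8%) of the WT bp of N18 and 46.8% (39.3% to 54.4%) of 3A6 at 12 cycles. With N18, 157 Mb were lost, 247 Mb kept and 175 Mb gained, and with 3A6 212 Mb were lost, 187 Mb kept and 197 Mb gained. At 30 cycles KO kept 69.9% (62.6% to 75.9%) of N18, with 71.9 Mb lost, 167 Mb kept and 305 Mb gained, and 44.5% (32.6% to 56.5%) of 3A6, with 323 Mb lost, 259 Mb kept and 241 Mb gained. Chromosomes 16, 7 and 8 held 44.2% of the 12-cycle N18 gain and chromosomes X, 16 and 18 held 39.5% of that of 3A6. Gain exceeded loss on 19 of 20 chromosomes with N18 at 30 cycles. Counted in SICER islands the kept share fell to 28.2% for 3A6 at 12 cycles, 41.5% for N18 at 30 and 23.2% for 3A6 at 30, and with sets of the same length it was 36.7% for N18 at 30.

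**Figure D3:**
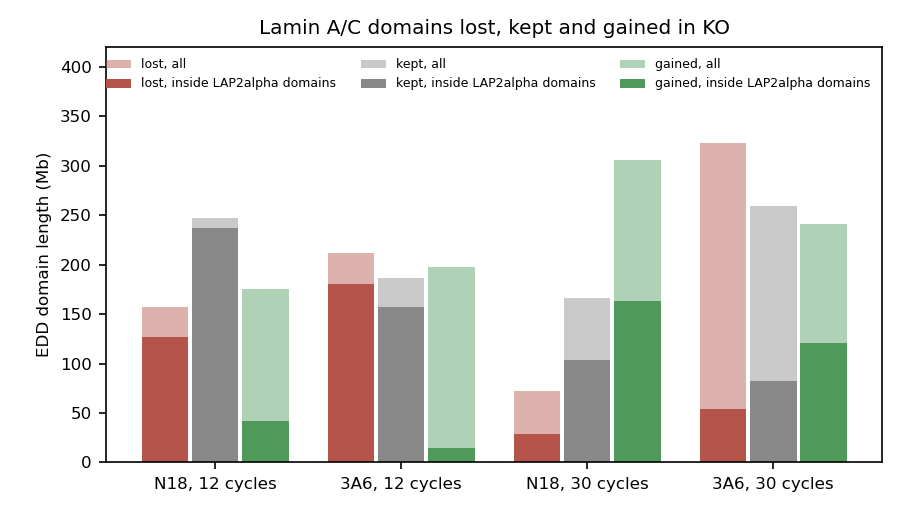
Length in Mb of lamin A/C domains found in WT alone (lost), in WT and KO (kept) and in KO alone (gained), for each antibody and sonication, with the part inside WT LAP2alpha domains of the same sonication in the darker shade. Bars are 1 WT and 1 KO library each, and the 12-cycle gain lay inside LAP2alpha domains by 23.9% for N18 and 7.36% for 3A6.

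The block of Sun1 and Cux1 on chromosome 5 shows these changes along 1 chromosome. LAP2alpha, N18 and 3A6 held Cux1 whole in WT at 12 cycles, and neither lamin A/C antibody held it in KO. Sun1 was inside N18 domains in both genotypes at 12 cycles and inside 3A6 domains in WT alone. At 30 cycles Sun1 was in no WT lamin A/C domain and in the KO domains of both antibodies. Tmem132d was inside domains of all 12 libraries. Auts2, a gene of brain development, was covered whole by 3A6 in WT and by 52.4% in KO at 12 cycles.

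**Figure D4:**
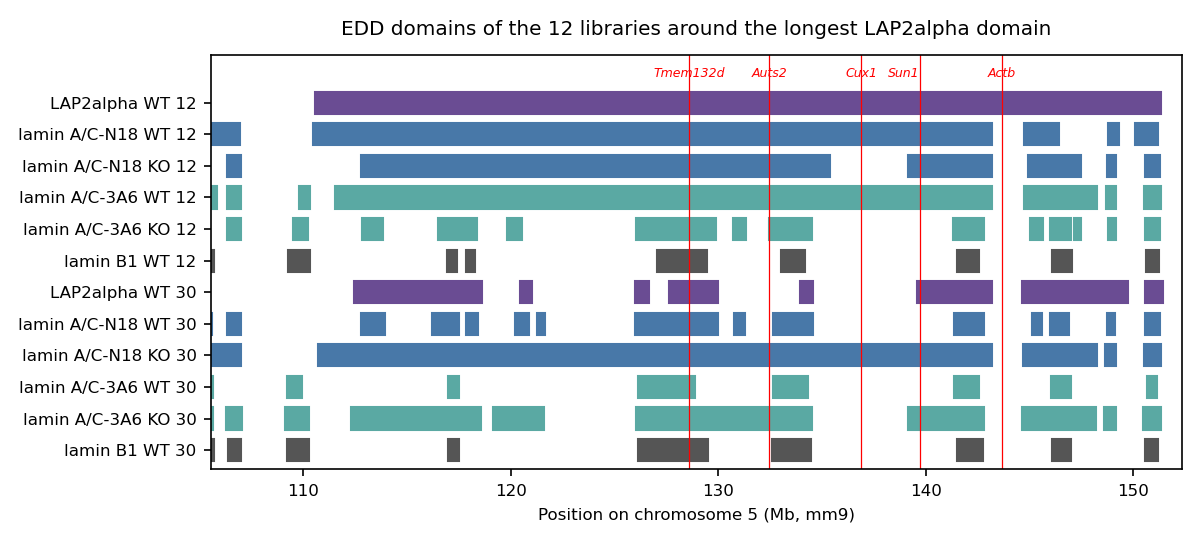
EDD domains of the 12 libraries on chromosome 5 (position in Mb, mm9) around the longest LAP2alpha domain, 110583001 to 151338000, with red lines at the middle of 5 genes. Each bar is 1 domain of 1 library, and the line of Cux1 crosses domains of N18 and 3A6 in WT but not in KO at 12 cycles, and of N18 in KO but not in WT at 30 cycles.

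Whether lamin A/C moved toward lamin B1 chromatin in KO was measured as the KO minus WT difference in the share inside lamin B1 domains. The 3A6 gain at Fgf13 on the X chromosome lay wholly inside 30-cycle lamin B1 domains, and the 3A6 loss at Col5a1 lay wholly outside them. At 12 cycles the share rose by 10.3 percentage points with N18 (6.95 to 15.3), from 19.1% to 29.4%, and on 18 of 18 chromosomes that could be compared. With 3A6 it rose by 33.8 points (28.5 to 40.8), from 29.1% to 63.0%, on 19 of 19 chromosomes. At 30 cycles it fell by 39.6 points with N18 (-44.8 to -34.6), from 62.6% to 23.0%, on 20 of 20 chromosomes, and fell by 24.7 points with 3A6 (-30.9 to -17.7), from 94.9% to 70.2%, on 17 of 19 chromosomes. Against random placement the KO share was low for N18 at 12 cycles (permutation p 0.0104) and at 30 cycles and high for 3A6 at both, with permutation p 0.0001 for these 3. With SICER islands the N18 KO shares were above random placement across the genome, by 1.29 and 1.57 times, and below placement within chromosomes, at 0.706 and 0.842 times (permutation p 0.000999). With SICER islands the 12-cycle difference was -2.78 points for N18, the opposite direction, 5.17 for 3A6, and the 30-cycle difference of N18 was -24.2. With the 12-cycle lamin B1 reference the N18 KO shares no longer differed detectably from random, at 1.099 times (permutation p 0.426) and 0.952 times (permutation p 0.670), and the differences were 3.61 (N18) and 21.01 (3A6) at 12 cycles and -26.5 and -8.11 at 30, and with the domains scoring above the median the 12-cycle N18 difference was 5.71.

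Stretches that lamin A/C gained in KO at 12 cycles lay mostly outside the WT LAP2alpha domains. The gained stretches at Kcnmb2 and at Csmd1 had no LAP2alpha domain at 12 cycles, and that at Vps8 had 6.06%, while the lost stretches at Ror2, Cux1 and Ralgps1 lay wholly inside. Of the 12-cycle loss 80.7% (74.8% to 86.0%) with N18 and 85.0% (79.4% to 88.7%) with 3A6 was LAP2alpha domain, and of the kept bp 95.9% and 84.2%. These 4 follow in part from the WT overlap, because lost and kept bp together make up the WT domains. The gain held 7.36% (3.54% to 11.64%) with 3A6, 0.37 times the random share (permutation p 0.0001). With N18 it held 23.9% (12.1% to 39.5%), not detectably different from random (permutation p 0.171), though above it when placed within chromosomes (permutation p 0.0338). Gained bp lie outside the WT lamin A/C domains by definition. At 12 cycles those WT domains held 66.6% (3A6) and 71.7% (N18) of the LAP2alpha bp. Random placement ignores this, so a gained share at or below random does not show that gains avoided LAP2alpha domains. Placement on the bp open to a gain was not run. At 30 cycles LAP2alpha domains held 39.9% of the N18 loss (permutation p 0.0002), 62.3% of what N18 kept and 53.4% of its gain (permutation p 0.0001 for both). With 3A6 they held 16.6% of the loss, below random (permutation p 0.0019), 31.7% of the kept bp (permutation p 0.0546) and 50.04% of the gain (permutation p 0.0001). With LAP2alpha domains of the other sonication the 3A6 12-cycle gain reached 33.1%, 1.31 times random, the 30-cycle N18 loss 16.2%, 0.81 times random (permutation p 0.302), and the 30-cycle kept bp of 3A6 13.7%, 0.69 times random. With SICER islands the 12-cycle 3A6 gain and the 30-cycle 3A6 loss were above random, by 1.49 and 1.82 times. The 12-cycle N18 gain was above random with SICER islands (2.07 times, permutation p 0.000999), with the domains scoring above the median (1.60 times, permutation p 0.0096) and with LAP2alpha domains of 30 cycles (1.52 times, permutation p 0.0001).

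The antibodies were compared on which bp changed. Both lost Ror2, Cux1 and Tenm4, a gene for a cell adhesion protein that the study names, at 12 cycles, and both gained Csmd1. Among bp that both held in WT at 12 cycles, N18 lost 49.2% of those that 3A6 lost and 6.07% of those that 3A6 kept, a difference of 43.1 points (31.8 to 54.9). Among bp that neither held in WT, N18 gained 37.8% of those that 3A6 gained and 3.57% of the others, a difference of 34.2 points (25.1 to 43.3). At 30 cycles the differences were 30.99 points (13.2 to 45.3) for loss and 33.8 (23.4 to 45.02) for gain, and the loss difference rose to 49.15 with the domains scoring above the median. Lamin A/C libraries of the same genotype and sonication shared an input, so the antibodies were not independent of each other.

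SICER islands per 1-Mb bin gave a second view of the same libraries. The densities of KO and WT correlated with r 0.532 (0.288 to 0.736) for N18 and 0.431 (0.169 to 0.653) for 3A6 at 12 cycles, and with 0.417 (0.211 to 0.568) and 0.355 (0.0967 to 0.556) at 30, across 2649 bins that are not independent replicates. LAP2alpha at 12 cycles correlated with N18 at 0.895 and with 3A6 at 0.877 in WT. At 30 cycles these were 0.375 and 0.0995 (-0.0211 to 0.270). Lamin B1 correlated with N18 WT at 0.304 and with 3A6 WT at 0.379 at 12 cycles, and at 0.571 and 0.839 at 30. Between 12 and 30 cycles r was 0.918 for lamin B1, 0.554 for LAP2alpha, 0.638 for N18 WT, 0.366 for 3A6 WT, 0.678 for N18 KO and 0.664 for 3A6 KO. Whole chromosomes carried these relations to different degrees. With each bin taken relative to its chromosome the 12-cycle r of lamin B1 turned to -0.0933 with N18 and was 0.0144 with 3A6, that of lamin B1 with N18 at 30 cycles was 0.311, and that of 3A6 WT between sonications was 0.0517. Other r were higher when taken this way, among them KO and WT at 12 cycles with N18 (0.586) and 3A6 (0.460), LAP2alpha between sonications (0.603) and LAP2alpha with N18 at 30 cycles (0.450). With bins free of islands left out, r of LAP2alpha at 30 cycles was 0.158 with N18 and turned to -0.165 with 3A6, that of lamin B1 at 12 cycles was 0.0604 with N18 and 0.171 with 3A6, and that of 3A6 WT between sonications was 0.153. Spearman's rho of LAP2alpha and 3A6 at 30 cycles was 0.292, and with covered bp in place of counts r of N18 KO and WT at 30 cycles was 0.632. Spearman's rho also exceeded r for lamin B1 and N18 at 12 cycles, at 0.492.

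Gene content set the libraries apart. LAP2alpha domains at 12 cycles held 8020 of 22350 protein-coding genes, 15.8 per Mb (13.6 to 18.3), against 8.47 per Mb in the genome and 8.56 outside every domain. N18 WT had 15.2 genes per Mb and 3A6 WT 11.8 at 12 cycles, and lamin B1 had 3.89. In KO at 12 cycles N18 had 12.3 and 3A6 had 6.24. At 30 cycles LAP2alpha had 11.1, N18 5.52 in WT and 13.5 in KO, 3A6 3.62 in WT and 5.63 in KO, and lamin B1 3.93. The 12-cycle loss with 3A6, which took Cux1 and Col5a1, held 16.2 genes per Mb (14.5 to 17.9), and the gain, which took Csmd1 and Fgf13, held 5.65 (3.95 to 7.30). With N18 at 12 cycles loss and gain held 17.0 and 9.75 genes per Mb. At 30 cycles the order was reversed, with 5.45 in the loss and 17.8 in the gain for N18 and 3.97 and 8.28 for 3A6.

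Fixed lists of genes were then counted in the domains of each library. Of 12 nuclear lamina genes, 7 (Banf1, Lbr, Lemd1, Lemd2, Lmnb2, Sun1 and Sun2) were inside N18 domains in WT at 12 cycles, against 1.90 in random placements (permutation p 0.0008, Benjamini-Hochberg adjusted 0.0233 over 204 list tests). In LAP2alpha domains at 12 cycles 6 were (adjusted 0.242). Random placement takes no account of gene density. The N18 domains held 58.3% of this list and 27.4% of all protein-coding genes, and an excess over other genes was not tested. Tmpo itself, on chromosome 10 from 90610316 to 90634759, Lmna, which encodes lamin A/C, and Lmnb1, which encodes lamin B1, were in no domain of any library. Of 1113 olfactory receptor genes 584 lay inside lamin B1 domains at 12 cycles and 876 at 30, and 806 inside 3A6 WT domains at 30, against 196, 418 and 254 in random placements (permutation p 0.0002, the smallest that 5000 placements can give, adjusted 0.00816 for each). In KO 3A6 held 296 of them at 30 cycles, and 579 were in the stretches it lost. Of 12 very long genes listed beforehand as typical of lamina domains, such as the dystrophin gene Dmd and Lrp1b, most were in 3A6 WT domains (8 of 12) and lamin B1 domains (11 of 12) at 30 cycles, against 2.54 and 4.35 in random placements (adjusted 0.00816 and 0.0136), which is no independent evidence because the list was picked for this property. Zinc finger (Zfp) genes were more frequent than in random placements in LAP2alpha domains at 12 cycles (143 of 370 against 73.6, adjusted 0.0255). They were less frequent in 3A6 WT (14 against 84.1, adjusted 0.00816) and lamin B1 domains at 30 cycles (57 against 139, adjusted 0.0317). These LAP2alpha domains held 38.6% of Zfp genes and 35.9% of all protein-coding genes. For lamin B1 the shares were 15.4% and 16.8%, so both calls may restate gene density. For 3A6 WT they were 3.78% and 9.42%. No other list test passed the adjustment. No gene of the Hoxa, Hoxb, Hoxc or Hoxd cluster and at most 1 of 55 Hist1 histone genes was inside a domain of any library. Housekeeping genes reached 6 of 10 in LAP2alpha at 12 cycles (permutation p 0.0054, adjusted 0.110), fibroblast matrix genes at most 3 of 12, keratinocyte genes at most 3 of 5 and immune genes at most 4 of 4. Vmn pheromone receptor genes ranged from 1 to 213 of 327, keratin-associated Krtap genes from 0 to 23 of 46 and beta-defensin genes from 2 to 23 of 41. Among the genes the study names, Tenm4 was covered by 97.1% in LAP2alpha, 84.7% in N18 WT and 93.6% in 3A6 WT at 12 cycles and by 0% in KO with either antibody. Chst8 was inside LAP2alpha domains and the lamin A/C domains of both genotypes at 12 cycles, and Cxcl1 was in none.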

Values the study reported

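For chromatin sheared with 12 cycles, the paper gives around 250 EDD domains per sample, averaging 1–2 Mb and covering 15%–20% of the genome, and 7000–9000 SICER regions averaging 25 kb. Domains seen by 3A6 after 30 cycles shared 11% with those after 12 cycles. After 12 cycles the lamin A/C antibodies coincided by nearly 80%, and 85% of 3A6 and 90% of N18 domains lay in LAP2alpha domains, against 24% of 3A6 and 56% of N18 after 30 cycles. In cells without LAP2alpha, the paper counts 61% of N18 and 47% of 3A6 regions as shared by both genotypes, 39% and 53% as lost, and 41% and 51% as gained. LAP2alpha regions made up 81%–96% of lost or retained regions, 24% of N18 gains and 7% of 3A6 gains. Island densities of both genotypes correlated with R = 0.539 for N18 and R = 0.438 for 3A6.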

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

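For the difference described first, the tests on chromosomes of like island coverage, on total domain length, on an exchange of labels and on flow cells were chosen after the data were seen.

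EDD domains of lamin A/C differed between KO and WT in opposite directions at the 2 sonications on several measures. At Col5a1 on chromosome 2, 3A6 held the gene in WT and not in KO at 12 cycles, and covered it by 0% in WT and 64.0% in KO at 30. Values of this kind were singled out because each antibody's KO minus WT difference had 1 sign at 12 cycles and the other sign at 30, and this held for 4 of 7 measures compared. With 1 library per group the difference between sonications was not tested. The share inside lamin B1 domains changed by 10.3 percentage points with N18 and 33.8 with 3A6 at 12 cycles, and by -39.6 and -24.7 at 30. With SICER islands 3A6 kept these signs (5.17 and -22.4), but N18 gave -2.78 at 12 cycles and -24.2 at 30, so that for N18 the opposite signs were seen with EDD domains and not with islands. The share inside LAP2alpha domains of WT changed by -24.0 points with N18 and -39.9 with 3A6 at 12 cycles, and by 0.986 and 17.2 at 30. The 0.986 points of N18, from 55.5% (34.7% to 73.4%) to 56.5% (36.5% to 73.5%), show no detectable direction, so this measure was opposite by sign alone for N18. Gene density changed by -2.91 genes per Mb with N18 and -5.57 with 3A6 at 12 cycles, and by 7.98 and 2.02 at 30. The G+C content of domains changed by -1.30 percentage points with N18 and -3.36 with 3A6 at 12 cycles, and by 2.71 and 2.79 at 30. The 4 measures describe the same domains and are not independent of each other.

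The tables argue against 3 technical explanations for the opposite lamin B1 differences of EDD domains. On chromosomes where islands covered like shares in WT and KO, the least kept of the 4 differences still had 93.8% of its size. That value, of 3A6 at 12 cycles, rests on 3 chromosomes, and the others rest on 9 (N18, 12 cycles), 8 (N18, 30 cycles) and 4 (3A6, 30 cycles). EDD coverage was not matched on these chromosomes. With N18 at 12 cycles it went from 22.8% to 41.4% on chromosome 8 and from 31.4% to 26.9% on chromosome 5. The test therefore covers steps in islands and cannot address chromosome-wide differences in EDD calling. Compared chromosome by chromosome, the share inside lamin B1 domains rose on 18 of 18 with N18 and 19 of 19 with 3A6 at 12 cycles. It fell on 20 of 20 and 17 of 19 at 30, so steps between whole chromosomes do not account for the differences alone. With sets trimmed to equal total length at least 98.7% of each difference was kept, so unequal total length does not account for them. At 12 cycles the totals were close before trimming (404 and 422 Mb with N18, 399 and 384 Mb with 3A6). The lengths of single domains were not matched, so a difference in domain length was not tested. An exchange of WT and KO labels at 1 sonication would make island coverage across chromosomes correlate better between unlike labels, but the mean r of like labels was higher by 0.303 with N18 (0.0468 to 0.752) and by 0.325 with 3A6 (0.0212 to 0.855). WT and KO lamin A/C libraries of the same sonication shared a lane, so a flow-cell effect alike in both would not alone set them apart. A flow-cell effect that was unlike in WT and KO stays open. It cannot be told apart from sonication, because 0 of the 8 lamin A/C libraries were on a lane with both sonications. Read density differed between genotypes mainly at 30 cycles, and whether this bears on the differences was not tested and stays open. Reads per kb of island were 21.2 in WT and 21.7 in KO with N18 at 12 cycles, and 39.5 and 49.6 at 30. With 3A6 they were 21.1 and 21.3 at 12 cycles, and 38.4 and 49.0 at 30. A biological response to the loss of LAP2alpha that depends on which chromatin each sonication recovers also stays open. Such a response was not tested and cannot be separated from flow cell here.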

How the results depend on the processing

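Chosen after the data were seen were the tests on chromosomes of like island coverage, on sets of the same length for the lamin B1 difference, on bins relative to their chromosome and on SICER islands placed within chromosomes. Of 563 alternative values, 458 kept their direction and their side of the threshold or their interval, 4 fell short of the threshold, 8 newly passed it, 74 moved beyond their interval and 19 turned direction, past the threshold or not. Each group had 1 library, so no replicates could be paired, and no test across the 4 WT and KO pairs of lamin A/C libraries was run. All 42 values under rotation within chromosomes, all 25 under genes by transcription start and all 16 under stretches of at least 100 kb stayed. Depth limits which regions could be called, and only reads in islands were used here as its measure. Each change below is given from the value in the report to the value under the alternative, and the cause was not tested unless named.

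With SICER islands in place of EDD domains the share inside lamin B1 domains turned from below to above random for LAP2alpha (18.4% to 16.8%), N18 WT (19.1% to 17.8%), N18 KO (29.4% to 15.02%) and 3A6 WT (29.1% to 24.6%) at 12 cycles and for LAP2alpha (34.3% to 15.8%) and N18 KO (23.0% to 18.3%) at 30. With SICER islands placed within chromosomes 9 of 10 of these shares had the direction of the EDD domains, and LAP2alpha at 30 cycles (15.8%) stayed turned. Islands also turned the 12- and 30-cycle overlap of 3A6 WT (15.7% to 20.9%), the share inside LAP2alpha domains of 3A6 WT at 30 cycles (23.3% to 13.7%), of the 12-cycle 3A6 gain (7.36% to 14.1%) and of the 30-cycle 3A6 loss (16.6% to 12.4%), and the 12-cycle lamin B1 difference of N18 (10.3 to -2.78 points). Newly above random were the LAP2alpha shares of the 12-cycle N18 gain (19.6%) and of what 3A6 kept at 30 cycles (17.8%). The kept share moved from 61.1% to 41.8% (N18) and from 46.8% to 28.2% (3A6) at 12 cycles and from 69.9% to 41.5% and from 44.5% to 23.2% at 30, the lamin B1 difference to 5.17 points (3A6, 12 cycles) and -24.2 (N18, 30 cycles), and the agreement on 12-cycle loss from 43.1 to 31.7 points.

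With the 12-cycle lamin B1 reference the share of 3A6 WT at 12 cycles turned to above random (22.7%). The calls ended for N18 KO at 12 cycles (19.1%, permutation p 0.426, 1.099 times random), LAP2alpha (14.1%) and N18 WT (15.5%) at 12 cycles and N18 KO (16.5%) at 30. The differences moved to 3.61 (N18) and 21.01 (3A6) points at 12 cycles and to -26.5 and -8.11 at 30. With LAP2alpha domains of the other sonication the shares turned for the 12-cycle 3A6 gain (7.36% to 33.1%), the 30-cycle N18 loss (39.9% to 16.2%, permutation p 0.302) and what 3A6 kept at 30 cycles (31.7% to 13.7%), and those of 3A6 WT at 30 cycles (7.64%, below random) and of the 12-cycle N18 gain (38.4%, above it) newly passed. With the domains scoring above the median the 12-cycle N18 gain was newly above random (26.8%), the N18 difference was 5.71 points at 12 cycles and -28.5 at 30, and the agreement on 30-cycle loss was 49.15 points.

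On autosomes alone what 3A6 kept at 30 cycles newly passed (36.2%). Placement within chromosomes made the lamin B1 share of LAP2alpha at 30 cycles (34.3%) and the LAP2alpha share of the 12-cycle N18 gain (23.9%) pass. Counting domains covered to 50%, the 12- and 30-cycle overlap of 3A6 WT fell short (17.9%). With sets of the same length 3A6 inside N18 in WT at 30 cycles turned (17.7% to 6.89%, permutation p 0.216) and N18 kept 36.7% at 30 cycles. On chromosomes of like island coverage it kept 62.4%.

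Correlations of island density moved as follows. With covered bp, N18 KO and WT at 30 cycles gave 0.632, 12 and 30 cycles 0.460 for LAP2alpha, 0.880 for N18 KO and 0.949 for lamin B1, and 12-cycle LAP2alpha 0.950 with N18 and 0.936 with 3A6. With Spearman's rho, 12 and 30 cycles gave 0.695 for LAP2alpha, 0.762 for N18 WT, 0.542 for 3A6 WT and 0.881 for lamin B1, 30-cycle LAP2alpha 0.556 with N18 and 0.292 with 3A6, and 12-cycle lamin B1 0.492 with N18 and 0.529 with 3A6. With bins free of islands left out, 12 and 30 cycles gave 0.399 for LAP2alpha, 0.475 for N18 WT, 0.153 for 3A6 WT and 0.869 for lamin B1. LAP2alpha then gave 0.847 (N18) and 0.822 (3A6) at 12 cycles and 0.158 and -0.165 at 30, and lamin B1 0.0604 and 0.171 at 12 and 0.407 and 0.751 at 30.

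With bins of 5 Mb, 12 and 30 cycles gave 0.775 for N18 WT, 0.758 for 3A6 KO and 0.965 for lamin B1, 12-cycle LAP2alpha 0.958 with N18 and 0.942 with 3A6, and 30-cycle lamin B1 0.896 with 3A6. With bins of 500 kb the lamin B1 pair gave 0.874 and 12-cycle LAP2alpha 0.833 with N18 and 0.817 with 3A6. Relative to their chromosome, 12 and 30 cycles gave 0.465 for N18 WT, 0.0517 for 3A6 WT, 0.453 for 3A6 KO and 0.836 for lamin B1, and 12-cycle LAP2alpha 0.850 with N18 and 0.823 with 3A6. Lamin B1 turned to -0.0933 with N18 and gave 0.0144 with 3A6 at 12 cycles, and 0.311 and 0.715 at 30, since this setting removes what whole chromosomes share.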

Other observations

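Of the tests on this part, those on a chromosome-wide level and all values on 30-cycle gains inside 12-cycle domains were chosen after the results were seen.

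Col5a1 on chromosome 2 and Sun1 on chromosome 5 lay in chromatin that 3A6 held at 12 cycles in WT and that N18 held at 30 cycles in KO but not in WT. Krt5 and Krt1 on chromosome 15, keratin genes of skin epithelium, were inside N18 domains in both genotypes at 12 and 30 cycles, while 3A6 held them in WT at 12 cycles alone. Of the 305 Mb that N18 gained in KO at 30 cycles, 62.6% lay inside its own 12-cycle WT domains, 3.97 times the random share, and 73.1% inside the 12-cycle LAP2alpha domains, 3.68 times. For 3A6, 52.3% of the 241 Mb gained lay inside its 12-cycle WT domains (3.35 times) and 53.5% inside the 12-cycle LAP2alpha domains (2.70 times). The gain was no richer in such regions than the whole KO set for N18, since 64.5% of all its 30-cycle KO domains lay inside its 12-cycle WT domains (4.07 times), against 34.7% (2.22 times) for 3A6. Each had permutation p 0.0001, the smallest the placements can give.

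Stretches that KO gained at 12 cycles were compared with those that WT showed after longer shearing. Csmd1 on chromosome 8 was such a case, covered whole by N18 in KO at 12 cycles and in WT at 30. Of the 12-cycle gain 27.3% (18.6% to 38.8%) with N18 and 54.0% (48.5% to 60.3%) with 3A6 lay inside the 30-cycle WT domains of the same antibody, 2.92 and 2.37 times the random share (permutation p 0.0001). Closeness to lamin B1 does not account for it alone, since inside lamin B1 domains the gained share was still 7.65 points higher (1.52 to 14.1) with 3A6 and 36.7 points higher (22.1 to 50.1) with N18 where a 30-cycle WT domain lay, nor do chromosomes that gained as a whole, since placement within chromosomes left at least 2.05 times random (permutation p 0.0001). Why these regions were gained was not tested.

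The steps in island coverage by chromosome were set against a level shared by libraries of different antibodies. Chromosomes 1, 7 and 12 held few islands in all 8 WT libraries, and chromosome 18 was high in all 4 KO libraries. Lamin B1 and N18 in WT at 12 cycles correlated over chromosome means with r 0.783 and within chromosomes with -0.0933, as such a level would give. A WT input used for both would alone put r over chromosome means above 0. Whether both used the same input is not certain, since lamin B1 had 38.4 reads per kb of island and N18 21.2. With N18 WT at 30 cycles the r of 12-cycle lamin B1 over chromosome means was 0.914. The r to be had without a shared level could not be found from the region lists, so the 12-cycle pair does not decide. Whether all WT libraries of a sonication shared such a level stays open, since LAP2alpha and lamin B1 at 30 cycles correlated across chromosomes in island coverage with r 0.112 (-0.216 to 0.588). Chromosome 8 was covered by 3.68% in LAP2alpha and 39.6% in lamin B1 at 30 cycles. The inputs were not examined, so a difference in chromosome copy number between the WT and KO cells was not tested and stays open. This holds also for the changes in N18 at 12 cycles on chromosome 18 (2.26% to 39.4%) and chromosome 13 (16.3% to 0.387%). G+C content alone does not account for the steps, as r of mean WT island coverage with it was 0.0337 (-0.298 to 0.412, permutation p 0.890). No biological explanation was tested.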
